# Identifying hepatic genes regulating the ovine response to gastrointestinal nematodes using RNA-Sequencing

**DOI:** 10.3389/fgene.2023.1111426

**Published:** 2023-02-17

**Authors:** Samantha Dixon, Niel A. Karrow, Emma Borkowski, Aroa Suarez-Vega, Paula I. Menzies, Delma Kennedy, Andrew S. Peregrine, Bonnie A. Mallard, Ángela Cánovas

**Keywords:** gastrointestinal nematode (GIN), RNA sequenc ing, ovine, transcriptomics, liver

## Abstract

Gastrointestinal nematode (GIN) infections are considered the most important disease of grazing sheep and due to increasing anthelmintic resistance, chemical control alone is inadequate. Resistance to Gastrointestinal nematode infection is a heritable trait, and through natural selection many sheep breeds have higher resistance. Studying the transcriptome from GIN*-*exposed and GIN-unexposed sheep using RNA-Sequencing technology can provide measurements of transcript levels associated with the host response to Gastrointestinal nematode infection, and these transcripts may harbor genetic markers that can be used in selective breeding programs to enhance disease resistance. The objective of this study was to compare liver transcriptomes of sheep naturally exposed to Gastrointestinal nematode s, with either high or low parasite burdens, to GIN-unexposed control sheep in order to identify key regulator genes and biological processes associated with Gastrointestinal nematode infection. Differential gene expression analysis revealed no significant differentially expressed genes (DEG) between sheep with a high or low parasite burden (*p*-value ≤0.01; False Discovery Rate (FDR) ≤ 0.05; and Fold-Change (FC) of > ±2). However, when compared to the control group, low parasite burden sheep showed 146 differentially expressed genes (64 upregulated and 82 downregulated in the low parasite burden group relative to the control), and high parasite burden sheep showed 159 differentially expressed genes (57 upregulated and 102 downregulated in the low parasite burden group relative to the control) (*p*-value ≤0.01; FDR ≤0.05; and FC of > ±2). Among these two lists of significant differentially expressed genes, 86 differentially expressed genes (34 upregulated, 52 downregulated in the parasited group relative to the control) were found in common between the two parasite burden groups compared to the control (GIN-unexposed sheep). Functional analysis of these significant 86 differentially expressed genes found upregulated genes involved in immune response and downregulated genes involved in lipid metabolism. Results of this study offer insight into the liver transcriptome during natural Gastrointestinal nematode exposure that helps provide a better understanding of the key regulator genes involved in Gastrointestinal nematode infection in sheep.

## 1 Introduction

Gastrointestinal nematode (GIN) infection is a common cause of significant morbidity and mortality in grazing sheep. Due to increasing anthelmintic resistance, chemical treatment alone is inadequate to control these infections. Understanding the genetics of the host response to GINs will be imperative to developing alternative strategies for sheep producers to control infections, such as genetic selection for animals that are more resistant to GIN infection.

Resistance to GIN infection has been defined as the ability of the host to mount an immune response that limits the establishment of the parasite and/or subsequent development of infection (Sweeney et al., 2016). The innate immune system helps protect the host from GIN by supporting the gastrointestinal tract (GIT) barrier, and by producing factors that elicit a rapid and transient inflammatory response that helps to immediately and efficiently clear GINs. Cells of the innate immune system also play a key role in repairing tissues that are damaged by GIN infection. Over time, the acquired immune response also becomes activated and this helps to provide long-term protection against GIN infection by preventing GIN establishment, increasing adult worm mortality and reducing adult egg production (McManus et al., 2014; Sweeney et al., 2016). However, complete knowledge of the extensive host mechanisms used to control GIN infection, and how these contribute to animal-to-animal variation in resistance to GINs, remains incomplete.

Several traits have been utilized as indicators of genetic resistance to GINS, such as fecal egg count (FEC), FAMACHA score to qualitatively measure anemia associated with *Haemonchus contortus* infection, and host immunoglobulin (Ig) responses to GINs (Hunt et al., 2013; McManus et al., 2014). Genomic technologies have also been explored to identify genes and polymorphisms within genes that have a significant association with resistance to parasite infection (McRae et al., 2014; Benavides et al., 2016). However, because of the complex host response mechanisms to GIN infection, no clear consensus has yet emerged concerning the most effective strategy to determine host resistance (McRae et al., 2016). A powerful tool for studying the host mechanisms involved in GIN resistance is transcriptomics, which provides information about gene expression across the whole transcriptome using high-throughput RNA-Sequencing technology (RNA-Seq) (Cánovas et al., 2010; Wickramasinghe et al., 2014). Transcriptomics is particularly important for capturing the dynamic and tissue-specific events that occur during the course of GIN infection (McRae et al., 2016; Sweeney et al., 2016).

The liver participates in the host acute-phase response (APR), which is triggered by exposure to stressors such as microbial infections (Jakab and Kalabay, 1998; Colditz, 2003). Activation of hepatic immune cells contributes to the secretion of pro-inflammatory cytokines such as interleukin (IL)-1β, IL-6, and tumor necrosis factor (TNF)-α during the APR (Kabaroff et al., 2006). Additionally, hepatocytes increase production of acute-phase proteins (APP), while also synthesizing IL-6 to amplify the APR. The APP contribute to the systemic effects of inflammation, which promote pathogen clearance and help restore homeostasis (Robinson et al., 2016). The hepatic APR also influences nutrient availability and uptake by reducing protein synthesis, decreasing fatty acid synthesis and increasing lipolysis in adipose tissue (Malmezat et al., 1998). This is thought to be due to increased nutrient requirements for the production of leukocytes, APP, and Ig (Cheung and Morris, 1984). Walkden-Brown and Eady proposed that costs of immunity to parasites in sheep were attributed to metabolic costs of the host defense (Walkden-Brown and Eady, 2003); pro-inflammatory cytokines, for example, influence the priorities for nutrient utilization, resulting in decreased efficiency of nutrient utilization for growth. Additionally, Colditz found that changes in ovine appetite, growth, and nitrogen metabolism during GIN infection were associated with the systemic effects of the APR (Colditz, 2003).

Functional genomics analysis to explore gene regulatory networks and metabolic pathways associated with host response to GIN infection in sheep will provide a more solid foundation for the identification of genes and genetic variants associated with resistance. Given the liver’s role in regulating the immune and stress responses, especially the APR, investigation of the hepatic transcriptome in sheep during GIN infection is warranted. Therefore, the objective of this study was to examine and compare the liver transcriptomes of sheep naturally exposed to GIN with GIN-unexposed sheep, in order to identify significant differentially expressed genes (DEG) between i) high parasite burden (HPB) and low parasite burden (LPB) sheep, ii) HPB sheep and GIN-unexposed sheep, and iii) LPB sheep and GIN-unexposed sheep, and to perform a comprehensive functional analysis of the list of significant DEG, including gene ontology analysis, metabolic pathways, and gene network analysis to identify biological processes, molecular functions, and metabolic pathways involved in the host response to GIN.

## 2 Materials and methods

### 2.1 Animal and sample collection

The lambs described herein were part of a larger Rideau X Dorset ovine study involving natural exposure to *Haemonchus contortus* GIN (Borkowski, 2019). Animals were managed under the Canadian Council of Animal Care (CCAC) guidelines on the care and use of farm animals in research, teaching, and testing (CCAC, 2009). All procedures were approved by the University of Guelph Institutional Animal Care and Use Committee.

Thirty-eight male and female lambs, born and housed at the Ponsonby Sheep Research Facility, University of Guelph, Ponsonby, ON, were chosen for the study (Borkowski, 2019). The presence of GIN infection has been monitored in this facility since 1988 and remains negative. The male lambs were castrated after selection to reduce differences related to sex hormones. At approximately 1 year of age (age range 8–12 months), 30 sheep (24 females and 6 males) were transported to a commercial farm in central Ontario with a previous history of disease due to GIN infection, mainly *H. contortus*. These study sheep co-grazed with the commercial flock from April to November to allow for natural exposure to mixed GIN infection. In August, one sheep was euthanized due to illness unrelated to parasitemia. A ration of shelled corn mixed with trace mineral salt was fed in metal troughs on pasture at the rate of approximately 0.23 kg per head per day while the lambs were on pasture, and access to water was provided *ad libitum* until slaughter in November.

Eight GIN-unexposed males remained at the Ponsonby Sheep Research Facility and, although they had free-access to pasture, they were not exposed to GIN at this facility. This was confirmed with FEC and visual inspection of the GIT for presence of GINs at slaughter. These lambs were maintained on a first cut hay diet and allowed *ad libitum* access to water and were given approximately 0.23 kg of 80% whole barley/20% whole corn mix (per feeding) twice a week.

The naturally GIN-exposed (n = 29) and GIN-unexposed sheep (n = 8) were slaughtered at the University of Guelph, Department of Animal Biosciences abattoir after 189 days on pasture. Both lamb groups were transported from the farms to a common holding facility less than 1 km from the abattoir and housed indoors as separate groups with *ad libitum* access to hay and water for 72 h prior to slaughter to allow transport-associated stress to abate. Immediately after slaughter, the GITs were collected; the abomasum, small and large intestines were tied off at each end and stored for further analysis of parasite burden. Adult and juvenile worms were speciated using morphologic features *via* microscopy. At the same time, a sample of approximately 5 g of the center of the right lobe of the liver was removed from each animal with a sterile scalpel. The liver samples were taken to a sterile workstation where they were washed in phosphate buffer solution and immediately frozen in liquid nitrogen for transportation. Samples were then stored in −80°C until RNA was isolated.

Among the naturally GIN-exposed sheep, animals with the highest and lowest parasite burdens were selected for RNA-Seq based on GIN count in the abomasum post-slaughter. Animals chosen for RNA-Seq were: high parasite burden (HPB) sheep (n = 6, average GIN parasite count = 270, SD = 240.4), low parasite burden (LPB) sheep (n = 5, average GIN parasite count = 5, SD = 9.8), and GIN-unexposed sheep (n = 4) with no GINs.

#### 2.1.1 RNA extraction, RNA-Seq library preparation and sequencing

A representative sample of tissue (30 mg) from the center of the right liver lobe was ground using a mortar and pestle with liquid nitrogen and homogenized using a hand-held homogenizer. Total RNA was extracted following the manufacturer’s instructions using Qiagen RNeasy Mini Prep Kit (Qiagen, Calif., United States). The quality and quantity of total RNA was assessed using a Nano drop spectrophotometer (Thermo Fisher Scientific, Mass., United States) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Calif., United States), respectively. All RNA samples used in this study had an RNA integrity value ≥8.0, indicating very good quality.

The NEBNext Ultra RNA Library Prep kit for Illumina (New England Biolabs, Mass., United States) was used for library preparation with Poly-A selection, according to the manufacturer’s recommendations. Library quality and concentrations were assessed using a Qubit fluorometer (Thermo Fisher Scientific, Mass., United States). Sequencing was completed with an Illumina HiSeq 2000 analyzer that yielded 150 base pair (bp) paired-end reads.

#### 2.1.2 RNA-seq analysis

RNA-Seq analysis was performed using the CLC genomics workbench software, version 12 (CLC Bio, Aarhus, Denmark). As described by Cánovas et al. (Cánovas et al., 2014), quality control analysis, including guanine-cytosine (GC) content, ambiguous base content, Phred score, base coverage, nucleotide contributions and over-represented sequences parameters, was performed on fastq files. All the samples passed the quality control analysis showing same length (150 bp), 100% coverage of all bases, 25% of A, T, G and C nucleotide contributions, 50% GC base content and less than 0.1% over-represented sequences. Sequence reads were aligned to the annotated Oar_v3.1 ovine reference genome (release 95). Counts per gene were transformed using a Log10 transformation and normalized to reads per kilo base per million mapped reads (RPKM) values (Izadnia et al., 2019). Differential gene expression analysis was performed between GIN-unexposed (n = 4) and HPB (n = 6) sheep; and GIN-unexposed (n = 4) and LPB (n = 5) sheep; and HPB (n = 6) and LPB (n = 5) sheep using the CLC genomics workbench software, version 12 (CLC Bio, Aarhus, Denmark). Genes were considered to be significantly differentially expressed among groups when they had a *p*-value ≤0.01, a false discovery rate (FDR) ≤ 0.05, and a fold-change (FC) of > ±2. Associated gene name annotation was performed using the Ensembl biomart tool (http://useast.ensembl.org/index.html). For genes with no associated gene name in Ensembl, cDNA sequences were retrieved from Ensembl using Biomart (http://useast.ensembl.org/index.html), and the National Center for Biotechnology Information (NCBI) to perform a “nucleotide BLAST” analysis on Basic Local Alignment Search Tool (BLAST; https://blast.ncbi.nlm.nih.gov/Blast.cgi) with the following options: against the nucleotide collection, with no specified species, and optimize for highly similar sequences megablast, E-value = ≤0.01, NCBI % alignment = 91%–100%, and query cover = 24%–100% (Supplementary Table S1).

#### 2.1.3 Functional analyses

Gene ontology (GO) enrichment analysis was performed using WEB-Based Gene SeT AnaLysis Toolkit software (http://www.webgestalt.org) using the following parameters: minNum (minimum number of genes per category) = 5 of the total genes in the input, fdrMethod (FDR method) using BH (Benjamini–Hochberg), sigMethod (Significant method) using FDR, and fdrThr (FDR threshold) of ≤0.05. The GO terms associated with the three main GO categories (biological process, molecular function, and cellular component) were analyzed (Wang et al., 2013). These analyses were performed on the upregulated and downregulated list of the 86 significant DEG that were found among the LPB *versus* GIN-unexposed and HPB *versus* GIN-unexposed groups (*p*-value ≤0.01, FDR ≤0.05, and FC of > ±2).

Metabolic pathway analyses and regulator effect analyses were performed on the same list of 86 significant DEG common among the LPB and HPB *versus* unexposed groups using Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Inc., http://www.ingenuity.com). Thresholds of *p*-value ≤0.01, FDR ≤0.05, and FC > ±2 were applied to filter significant genes for function, enriched metabolic pathway, and gene network analyses effects.

## 3 Results

### 3.1 Sequencing and alignment-basic statistics

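Liver RNA of 4 GIN-unexposed (control), 5 LPB and 6 HPB sheep was analysed, with 1 library per sheep. The authors aligned the reads to the Oar 3.1 genome in CLC Genomics Workbench and deposited 1 table each for HPB versus control, LPB versus control and all 11 exposed sheep versus control. Each table gives the exon reads, intron reads and RPKM of every library, but lists only the genes past the authors' thresholds, which are 159, 146 and 160 genes. The same 4 control libraries served all 3 comparisons. Mapped reads per library were recovered from exon reads, exon length and RPKM. They ranged from 55787557 to 70597544 in control (median 65101685), from 57455566 to 124963772 in LPB (median 60918231) and from 51288005 to 72320346 in HPB (median 69107329). These totals scale the values given here. The paper's reported mean of 56726456 counts the paired-end reads generated per library before mapping. The recovered totals are higher, at a mean of 68232571, and their SD of 16855568 is above the paper's. Mapped reads cannot exceed generated reads counted in the same unit, and the cause of this difference was not tested. Fold changes and p-values were computed from the exon counts with edgeR's quasi-likelihood test, and a gene is said to pass at a p-value of at most 0.01, an adjusted p of at most 0.05 and a fold change beyond 2. Adjusted p-values are Benjamini-Hochberg values over the 26247 genes that the authors tested, with each gene outside the tables counted as unchanged. That choice can only raise them, so a gene that did not pass here can still be one that differs. Values adjusted over the listed genes alone are not independent evidence, since those genes were listed for differing between these libraries. Among 320 values of unique exon reads and intron reads, 0 were lower in LPB 1117, the library with 124963772 reads, than in LPB 1059, so these columns may share reads.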

Each of the 15 RNA-Seq samples generated an average 56,726,456 paired-end reads per sample (SD = 5,260,581.8), with an average input read length of 150 bp. RNA-Seq analysis revealed an average 82.09% (SD = 4.5) of the reads were mapped to the annotated Oar_v3.1 ovine reference genome (release 95). The alignment rates were similar to others using ovine liver, with mapped reads averaging ∼71%–∼83% (Alvarez Rojas et al., 2015; Sabino et al., 2018; Izadnia et al., 2019).

### 3.2 Differentially expressed genes between exposed and unexposed sheep

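ARG2 (ENSOARG00000021170), which encodes a mitochondrial arginase, had the smallest p-value between HPB and LPB sheep. Its RPKM was 0.612 ± 0.326 (SD, n = 6) in HPB and 1.93 ± 1.11 (SD, n = 5) in LPB. The log2 fold change of -1.66 (standard error 0.45) did not pass edgeR's quasi-likelihood test (adjusted p = 1 over all genes tested, and 0.0892 over the listed genes alone). Of the 160 genes listed for exposed versus control sheep, 0 passed in HPB versus LPB by edgeR, and 28 had an unadjusted p under 0.05. Those 28 exceed what that cutoff gives for unchanged, independent genes, but these genes are not independent. They were not listed for HPB versus LPB, and unlisted genes entered the adjustment as unchanged. A count of 0 therefore does not show that HPB and LPB are alike. DESeq2 also passed 0, with 29 at an unadjusted p under 0.05, and passed 5 when adjusted over the listed genes alone. Without LPB 1246, edgeR passed 1 gene when adjusted over the listed genes alone. Genes that differ between HPB and LPB but not from control are outside these 160 genes.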

No significant DEG were found between the HPB and LPB groups; however, when comparing the list of DEG between HPB and LPB groups and GIN-unexposed group, 86 significant DEG were common to both parasite burden groups (34 upregulated and 52 downregulated in the parasited group relative to the control) (*p*-value ≤0.01, FDR ≤0.05, and FC > ±2). This list of DEG represents a gene profile of GIN-exposed animals compared to GIN-unexposed animals, regardless of parasite burden, and will be referred to as the DEG in the GIN-exposed group for the remainder of this paper. 

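Across the 11 exposed sheep, 55 of 160 listed genes passed edgeR's quasi-likelihood test against control, with 11 higher and 44 lower (133 adjusted over the listed genes alone). The split depends on the scaling and the test. DESeq2 on the library totals gave 55 higher and 52 lower. TMM over the listed genes gave 48 and 4, and DESeq2 size factors over them 49 and 4. These scalings centre on genes chosen for a difference, 102 of 160 of them lower. They raised log2 fold changes by medians of 0.65 and 0.76, with 0 signs changed. INHBE (ENSOARG00000006779), a subunit of the hormone activin, rose from an RPKM of 21.6 ± 8.54 (SD, n = 4) in control to 131 ± 62.8 (SD, n = 11) in exposed sheep, a log2 fold change of 2.60 (standard error 0.43, adjusted p = 0.0164 from edgeR). IHH (ENSOARG00000019793), a secreted hedgehog ligand, rose from 2.60 ± 0.423 (SD, n = 4) to 15.8 ± 9.49 (SD, n = 11), a log2 fold change of 2.61 (standard error 0.46, adjusted p = 0.0228 from edgeR). All 11 exposed sheep lay above the highest control for both genes. In the separate comparisons, 6 genes passed in HPB and 3 in LPB, and SCD passed in both. The 86 genes listed in both tables had the same direction in HPB and LPB, with a Pearson correlation of 0.96 and a Spearman correlation of 0.93 across genes, which are not independent replicates. Independent lists of these sizes would share 0.139 higher and 0.319 lower genes. Over the 160 genes, the correlation was 0.953 and the covariance 3.80. These genes were listed for differing between all exposed sheep and control, which favours agreement of HPB and LPB in advance. Unchanged groups simulated against the same controls, without such a selection, gave a mean correlation of 0.58, a covariance of 0.142 and the same direction in 69.2% of genes, so they are no full measure of chance here. With the controls split 2 and 2, the correlation was 0.799 to 0.915 and the covariance 3.11 to 3.59. Leaving out control 262, 273, 243 or 206 left 3, 13, 15 and 31 genes past the thresholds. The call of IHH was lost without any 1 of these controls (log2 fold changes of 2.51 to 2.70), and that of INHBE without control 243, 262 or 273 (2.48 to 2.53).

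**Figure D1:**
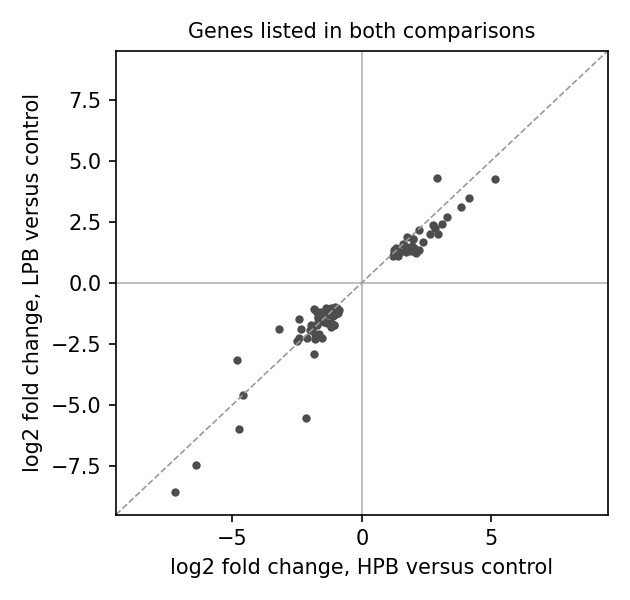
Log2 fold change against control of the 86 genes listed in both comparisons, HPB on the x axis and LPB on the y axis, from edgeR. Each dot is a gene, the dashed line marks equal values, and all 86 dots lie in the quadrants of equal direction.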

There were also 60 genes significantly differentially expressed (*p*-value ≤0.01, FDR ≤0.05, and FC > ±2) found only in the LPB group when compared to GIN-unexposed group (30 downregulated, 30 upregulated in the LPB group relative to the control), and 73 genes significantly differentially expressed (*p*-value ≤0.01, FDR ≤0.05, and FC > ±2) found only in the HPB group compared to GIN-unexposed group (50 downregulated, 23 upregulated in the HPB group relative to the control) (Figure 1). 

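PLA2G7 (ENSOARG00000011007), which encodes a lipoprotein-associated phospholipase, was listed in HPB alone. Its RPKM was 5.77 ± 1.41 (SD, n = 4) in control, 0.959 ± 0.194 (SD, n = 6) in HPB and 1.88 ± 0.93 (SD, n = 5) in LPB. It fell by 2.59 on the log2 scale in HPB (standard error 0.32, adjusted p = 0.0291 from edgeR's quasi-likelihood test), and the difference between HPB and LPB did not pass (log2 fold change -0.97, adjusted p = 1 from edgeR). INHBA (ENSOARG00000017475), another activin subunit, was also listed in HPB alone, and its RPKM was 0.905 ± 0.473 (SD, n = 4) in control, 8.56 ± 4.16 (SD, n = 6) in HPB and 4.63 ± 2.21 (SD, n = 5) in LPB. Of the 73 genes listed in HPB alone, 42 have values for LPB sheep as well, through the table of all exposed sheep. All 42 had the same direction in LPB with a fold change beyond 1.5, and their median log2 fold change in the direction of HPB was 1.37 in HPB and 0.94 in LPB. Of the 60 genes listed in LPB alone, 22 have values for HPB sheep, and all 22 had the same direction there with a fold change beyond 1.5 (median 1.35 in LPB and 1.13 in HPB). These 42 and 22 genes are those listed for all exposed sheep, which favours genes that differ from control in both groups. The call of PLA2G7 in HPB was kept only without control 206 or HPB 1010; without any 1 of the other libraries it was lost, at log2 fold changes of -2.72 to -2.44.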

Supplementary Table S2 highlights the ten most highly expressed genes (based on RPKM values), and ten most highly upregulated and downregulated genes (based on FC values) found among the DEG in the GIN-exposed group.

**FIGURE 1:**
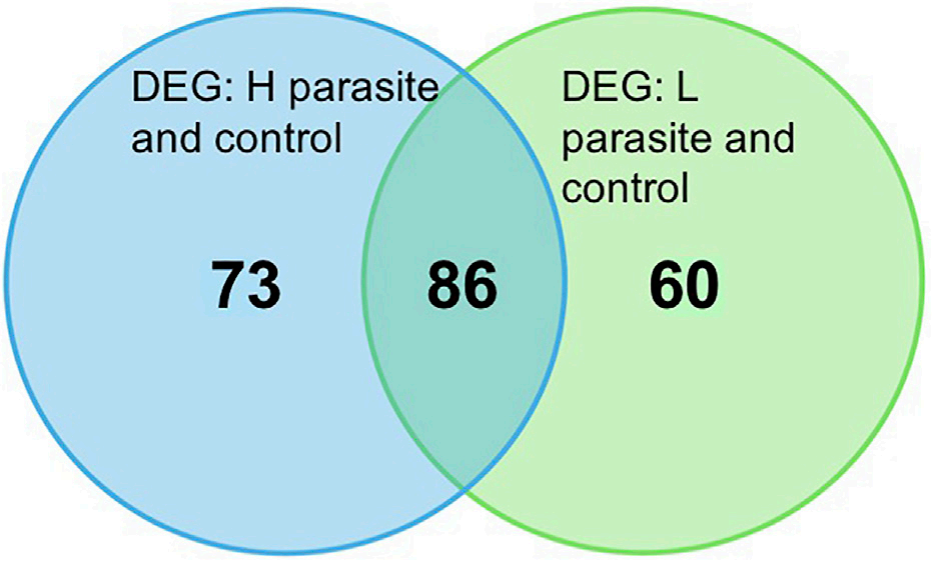
Venn diagram of number of significant differentially expressed genes (DEG; *p*-value ≤0.01, FDR ≤0.05, and FC > ±2) between high parasite burden (HPB) sheep *versus* GIN-unexposed group, and low parasite burden (LPB) sheep *versus* GIN-unexposed group.

The most upregulated DEG compared to the GIN-unexposed group was *Fibroblast Growth Factor 21* (*FGF21*), with FC = 28.72 in the HPB (*p*-value = 5.61E-17, RPKM = 67.69, FDR = 3.68E-13) and FC = 17.2 in the LPB groups (*p*-value = 5.37E-07, RPKM = 36.08, FDR = 2.11E-04). In contrast, the most downregulated DEG was *Thyroid Hormone Responsive* (*THRSP*), with FC = −61.9 in the LPB (*p*-value = 6.04E-53, RPKM = 2.37, FDR = 1.58E-48); and FC = −28.9 in the HPB groups (*p*-value = 2.97E-36, RPKM = 5.59, FDR = 3.90E-32).

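FGF21 (ENSOARG00000012187), on chromosome 14 of Oar 3.1 from 54418511 to 54419936, rose in HPB sheep. Its RPKM was 1.90 ± 0.831 (SD, n = 4) in control, 67.7 ± 43.0 (SD, n = 6) in HPB and 36.1 ± 36.5 (SD, n = 5) in LPB, and all 11 exposed sheep lay above the highest control. The log2 fold change was 5.15 in HPB (standard error 0.69, adjusted p = 0.0402 from edgeR's quasi-likelihood test). In LPB it was 4.24 (standard error 0.99) and did not pass (adjusted p = 0.429 from edgeR), and without LPB 1246, at an RPKM of 86.9, it was 3.61. Over all exposed sheep it was 4.80 (standard error 0.93, adjusted p = 0.0392 from edgeR). HPB and LPB did not differ past the threshold (log2 fold change 0.91, adjusted p = 1 from edgeR). The call in HPB was lost when any 1 library except HPB 1010 was left out, with log2 fold changes of 4.87 to 5.37. Over all exposed sheep it was lost without any 1 of the 4 controls, without LPB 1031 or 1246, and without any 1 HPB library except 1010 (4.56 to 5.02).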

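THRSP (ENSOARG00000015271), on chromosome 21 of Oar 3.1 from 17381191 to 17381644, fell in LPB sheep and over all exposed sheep. Its RPKM was 149.6 ± 64.9 (SD, n = 4) in control, 2.37 ± 1.33 (SD, n = 5) in LPB and 5.59 ± 4.72 (SD, n = 6) in HPB, and all 11 exposed sheep lay below the lowest control. It fell by 5.97 on the log2 scale in LPB (standard error 0.50, adjusted p = 0.0105 from edgeR's quasi-likelihood test) and by 5.18 over all exposed sheep (standard error 0.56, adjusted p = 0.000603 from edgeR). In HPB the log2 fold change of -4.74 (standard error 0.68) did not pass (adjusted p = 0.0626 from edgeR, and 0.000379 over the listed genes alone). The call in LPB was lost without control 243, LPB 1117 or LPB 1246, at log2 fold changes of -6.00, -6.07 and -5.80, and the call over all exposed sheep was kept without any 1 library.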

Among the significant DEG in the GIN-exposed group (*p*-value ≤0.01, FDR ≤0.05, and FC > ±2), the most highly expressed gene, based on the RPKM value, was *beta-2-microglobulin* (*B2M*) with an RPKM value of 1904.48 in the LPB (*p*-value = 8.4E-08, FC = 2.25, FDR = 4.04E-05) and 1948.48 in the HPB groups (*p*-value = 2.0E-05, FC = 2.09, FDR = 4.20E-03).

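B2M (ENSOARG00000003782), on chromosome 7 of Oar 3.1 from 99939441 to 99944153, encodes the light chain of MHC class I. Its RPKM was 826 ± 175 (SD, n = 4) in control, 1904 ± 465 (SD, n = 5) in LPB and 1948 ± 759 (SD, n = 6) in HPB, and all 11 exposed sheep lay above the highest control. The log2 fold change of 1.21 in LPB (standard error 0.23) did not pass (adjusted p = 0.198 from edgeR's quasi-likelihood test, and 0.0011 over the listed genes alone). In HPB it was 1.24 (standard error 0.31, adjusted p = 0.533 from edgeR, and 0.00323 over the listed genes alone). Among the 86 genes listed in both comparisons, B2M ranked 1 by mean RPKM in HPB and 2 in LPB, where HP ranked 1. In control, the gene with the highest mean RPKM of the 86 was CYP2A6 (ENSOARG00000007128), at 2453 ± 430 (SD, n = 4), and B2M ranked 2.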

Two other highly expressed DEG associated with host response to GINs were also directly related to the major histocompatibility complex (MHC); *Ovis aries OLA class I histocompatibility antigen, alpha chain BL3-7-like I* (*OLA-I, ENSOARG00000015002*) with an RPKM value of 1111.82 in the LPB (*p*-value = 3.6E-08, FC = 2.77, FDR = 1.99E-05) and 1524.85 in the HPB groups (*p*-value = 7.1E-08, FC = 3.36, FDR = 4.16E-05), and *CD 74 Molecule* (*CD74*) with an RPKM value of 244.65 in the HPB (*p*-value = 3.5E-06, FC = 2.38, FDR = 9.75E-04) and 213.55 in the LPB groups (*p*-value = 1.1E-12, FC = 2.34, FDR = 2.22E-09).

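OLA-I (ENSOARG00000015002) lies on chromosome 20 of Oar 3.1 from 27766472 to 27769637, and its name is a BLAST match given in Supplementary Table S1. Its RPKM was 394 ± 121 (SD, n = 4) in control, 1112 ± 335 (SD, n = 5) in LPB and 1525 ± 861 (SD, n = 6) in HPB. The log2 fold change of 1.95 in HPB (standard error 0.42) did not pass (adjusted p = 0.297 from edgeR's quasi-likelihood test, and 0.0018 over the listed genes alone). CD74 (ENSOARG00000007229), the invariant chain of MHC class II, had an RPKM of 88.5 ± 12.5 (SD, n = 4) in control, 214 ± 27.5 (SD, n = 5) in LPB and 245 ± 136 (SD, n = 6) in HPB. Its log2 fold change was 1.27 in LPB (standard error 0.17, adjusted p = 0.0675 from edgeR, and 0.000375 over the listed genes alone). All 11 exposed sheep lay above the highest control for both genes. OLA-I copies resemble one another, and 94.7% of this gene's exon reads mapped to 1 place. HPB 1205 had a CD74 RPKM of 505, and when libraries were left out in turn, CD74 passed over all exposed sheep without HPB 1205 alone, at a log2 fold change of 1.20.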

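ORM1 (ENSOARG00000006050), on chromosome 2 of Oar 3.1 from 9355802 to 9359076, encodes an acute phase protein. Its RPKM was 43.7 ± 20.4 (SD, n = 4) in control, 483 ± 228 (SD, n = 5) in LPB and 769.5 ± 883 (SD, n = 6) in HPB. All 5 LPB sheep and 5 of 6 HPB sheep lay above the highest control. The log2 fold change of 3.47 in LPB (standard error 0.55) did not pass (adjusted p = 0.0961 from edgeR's quasi-likelihood test, and 0.000534 over the listed genes alone). In HPB it was 4.14 (standard error 0.96, adjusted p = 0.348 from edgeR, and 0.00211 over the listed genes alone). HPB 1113 had an RPKM of 2405 and the other HPB sheep 61.1 to 1141, and without it the log2 fold change in HPB was 3.34.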

Another highly expressed gene in the GIN-exposed group was *alpha-1-acid glycoprotein* (*ORM1*), with RPKM values of 483.04 in the LPB (*p*-value = 2.3E-13, FC = 10.51, FDR = 6.13E-10) and 769.54 in the HPB groups (*p*-value = 2.0E-06, FC = 15.20, FDR = 6.00E-04). Similarly, the *Haptoglobin* (*HP*) gene was also highly expressed, with RPKM values of 2496.80 in the LPB (*p*-value = 7.7E-09, FC = 18.23, FDR = 5.16E-06) and 959.43 in the HPB groups (*p*-value = 1.2E-05, FC = 6.44, FDR = 2.68E-03).

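HP (ENSOARG00000003744), on chromosome 14 of Oar 3.1 from 38339926 to 38344098, had an RPKM of 126 ± 131 (SD, n = 4) in control, 2497 ± 2205 (SD, n = 5) in LPB and 959 ± 623 (SD, n = 6) in HPB. The spread in LPB was nearly as large as the mean. All 5 LPB sheep and 5 of 6 HPB sheep lay above the highest control. In LPB, the log2 fold change of 4.31 (standard error 0.89) did not pass (adjusted p = 0.243 from edgeR's quasi-likelihood test, and 0.00135 over the listed genes alone). In HPB it was 2.93 (standard error 0.72, adjusted p = 0.478 from edgeR, and 0.0029 over the listed genes alone). The difference between HPB and LPB did not pass (log2 fold change -1.38, standard error 0.57, adjusted p = 1 from edgeR). Control 273 had an RPKM of 320.7 and the other controls 36.8 to 89.7, and without it the log2 fold changes were 5.34 in LPB and 3.96 in HPB. Leaving out LPB 1246, at 6216, gave 3.63 in LPB, and leaving out HPB 1017, at 2040, gave 2.56 in HPB.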

Along with being one of the most highly expressed genes in both GIN-exposed groups, *ORM1* was also the second most upregulated gene, with FC = 15.20 in the HPB and FC = 10.51 in the LPB groups. Similarly, *HP* was also highly upregulated with FC = 18.23 in LPB and FC = 6.44 in HPB groups.

The *CAMP Responsive Element Binding Protein 3 Like 3* (*CREB3L3*) gene was also commonly upregulated in the GIN-exposed group, with an RPKM value of 256.72 in the HPB (*p*-value = 3.6E-06, FC = 2.84, FDR = 9.94E-04) and 192.96 in the LPB groups (*p*-value = 1.1E-04, FC = 2.33, FDR = 1.92E-02).

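CREB3L3 (ENSOARG00000010722), on chromosome 5 of Oar 3.1 from 17434668 to 17445140, encodes a liver transcription factor. Its RPKM was 79.4 ± 26.0 (SD, n = 4) in control, 257 ± 123 (SD, n = 6) in HPB and 193 ± 90.5 (SD, n = 5) in LPB. All 6 HPB sheep and 4 of 5 LPB sheep lay above the highest control. Its log2 fold change of 1.69 in HPB (standard error 0.38) did not pass (adjusted p = 0.332 from edgeR's quasi-likelihood test, and 0.00201 over the listed genes alone). In LPB it was 1.28 (standard error 0.36, adjusted p = 1 from edgeR, and 0.00572 over the listed genes alone). PLIN2 (ENSOARG00000014199), a lipid droplet protein, is from the same fixed list of fatty acid oxidation genes and PPAR-alpha targets. Its RPKM was 6.71 ± 3.50 (SD, n = 4) in control and 47.7 ± 56.2 (SD, n = 11) in exposed sheep. Its log2 fold change of 2.83 (standard error 0.78) did not pass (adjusted p = 0.425 from edgeR). Of that list of 28 genes, 4 were among the genes listed for all exposed sheep, all 4 higher. There 1 passed the thresholds (4 adjusted over the list alone), and 4 with DESeq2 on the library totals. With TMM or with DESeq2 size factors over the listed genes 2 passed. Those scalings centre on chosen genes, most of them lower.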

### 3.3 Functional analysis of DEG between GIN-exposed and unexposed groups

The GO terms associated with the three main GO categories (biological process (BP), molecular function (MF), and cellular component (CC)) were analyzed. The 52 common significant downregulated genes between GIN-exposed and unexposed groups were clustered in 21 GO terms (11 in BP, 5 in MF, and 5 in CC categories (Supplementary Table S3). 

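TAT (ENSOARG00000003890), which encodes tyrosine aminotransferase, fell from an RPKM of 338 ± 65.2 (SD, n = 4) in control to 128 ± 36.9 (SD, n = 11) in exposed sheep, a log2 fold change of -1.40 (standard error 0.23, adjusted p = 0.0164 from edgeR's quasi-likelihood test). ARG2 fell from 17.3 ± 16.9 (SD, n = 4) to 1.21 ± 1.01 (SD, n = 11), a log2 fold change of -3.84 (standard error 0.56, adjusted p = 0.0088 from edgeR). Of a fixed list of 30 gene names of amino acid catabolism and the urea cycle, 12 were listed for all exposed sheep, as 13 genes (CSAD names 2), all 13 lower, with 8 past the thresholds (10 adjusted over the list alone, and 1 with TMM or with DESeq2 size factors over the listed genes). ALDH1A1 (ENSOARG00000012705) fell from 818 ± 145 (SD, n = 4) to 378 ± 59.9 (SD, n = 11), a log2 fold change of -1.11 (standard error 0.17, adjusted p = 0.0088 from edgeR). Of 36 genes of drug and xenobiotic metabolism, 10 were listed, all 10 lower, with 4 past the thresholds (9 adjusted over the list alone). With either of these scalings 0 passed by edgeR, and 6 and 3 had an unadjusted p under 0.05. Both scalings centre on chosen genes, most of them lower, which raises log2 fold changes. Against the other listed genes, both lists were lower by camera with its preset correlation (adjusted p = 0.00722 and 0.0237), and neither passed with an estimated correlation (0.242 and 0.258). With the preset correlation 12 of the 13 lists tested passed, so that result does not set these lists apart. The call of ARG2 was lost without control 273 (log2 fold change -2.88), that of ALDH1A1 without control 262 or 273 (-1.07 and -1.04), and that of TAT without control 243, 262 or 273 (-1.45 to -1.26).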

The enriched terms in the BP-GO category were related to metabolic processes, with the most significant being “*small molecule metabolic process*” (*p*-value = 2.68E-36, FDR = 6.32E-17). The “*cofactor binding*” (*p*-value = 1.11E-16, FDR = 3.93E-13) was the most enriched GO term in the MF category and the “*endoplasmic reticulum membrane*” (*p*-value = 4.00E-11, FDR = 3.25E-08) was the most enriched in CC category. The 34 common upregulated genes were clustered in 18 GO terms (10 in BP and 8 in CC) (Supplementary Table S4). 

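LBP (ENSOARG00000018816), which encodes the lipopolysaccharide-binding acute phase protein, rose from an RPKM of 45.0 ± 8.05 (SD, n = 4) in control to 98.6 ± 19.8 (SD, n = 11) in exposed sheep, a log2 fold change of 1.13 (standard error 0.22, adjusted p = 0.0363 from edgeR's quasi-likelihood test). A2M (ENSOARG00000000950) had an RPKM of 132 ± 22.6 (SD, n = 4) in control and 311 ± 118 (SD, n = 11) in exposed sheep, and its log2 fold change of 1.23 did not pass (standard error 0.31, adjusted p = 0.203 from edgeR). All 11 exposed sheep lay above the highest control for both genes. Of a fixed list of 25 acute phase genes that rise in inflammation, 4 were listed for all exposed sheep, all 4 higher. There 1 passed the thresholds (4 adjusted over the list alone), and 4 with DESeq2 on the library totals. With TMM or with DESeq2 size factors over the listed genes 3 passed. Those scalings centre on chosen genes, most of them lower, which raises log2 fold changes. SERPINA6 (ENSOARG00000014829), from a list of genes that fall in the acute phase, fell from 47.3 ± 6.85 (SD, n = 4) to 17.5 ± 5.57 (SD, n = 11), a log2 fold change of -1.43 (standard error 0.25, adjusted p = 0.0228 from edgeR). The list of rising genes was higher than the other listed genes by camera with its preset correlation (adjusted p = 0.0134), and did not pass with an estimated correlation (0.242). Of 13 lists tested, 12 passed with the preset correlation. The call of LBP was lost without any 1 of the 4 controls, LPB 1059, 1117, 1186 or 1246, or HPB 1017, 1113 or 1234, at log2 fold changes of 1.07 to 1.27. That of SERPINA6 was lost without any 1 of the controls or HPB 1017, at -1.50 to -1.35.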

Among the BP terms, all were related to the immune response, with “*acute inflammatory response*” being the most enriched (*p*-value = 3.81E-09, FDR = 3.47E-05). Related to the immune system, “*MHC protein complex*” (*p*-value = 3.81E-06, FDR = 0.01) was also the most significant CC term.

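HLA-DRA (ENSOARG00000016610), an MHC class II chain, rose from an RPKM of 31.3 ± 6.85 (SD, n = 4) in control to 81.6 ± 20.1 (SD, n = 11) in exposed sheep, a log2 fold change of 1.38 (standard error 0.24, adjusted p = 0.0228 from edgeR's quasi-likelihood test). Another OLA-I copy (ENSOARG00000014493), on chromosome 20 of Oar 3.1 from 27675150 to 27678490, rose from 32.1 ± 11.0 (SD, n = 4) to 119 ± 46.8 (SD, n = 11), a log2 fold change of 1.89 (standard error 0.35, adjusted p = 0.0307 from edgeR). All 11 exposed sheep lay above the highest control for both genes. Of a fixed list of 16 gene names of MHC class I presentation, 2 (B2M and OLA-I) were listed for all exposed sheep. They are 6 genes, since 5 carry the name OLA-I, all 6 higher, with 1 past the thresholds (6 adjusted over the list alone). With TMM or with DESeq2 size factors over the listed genes 5 passed, and with DESeq2 on the library totals 6. Of 14 genes of MHC class II presentation, 3 were listed, all 3 higher with a median log2 fold change of 1.38. There 1 passed the thresholds (3 adjusted over the list alone), and 3 with either of these scalings or with DESeq2 on the library totals. Both scalings centre on chosen genes, most of them lower, which raises log2 fold changes. Of 21 macrophage and Kupffer cell markers, 5 were listed, all 5 higher with a median of 1.22. Only 62.3% of the exon reads of HLA-DRA mapped to 1 place, and both calls were lost when any of the 4 controls was left out, at log2 fold changes of 1.26 to 1.5 for HLA-DRA and 1.68 to 2.02 for OLA-I. That of OLA-I was also lost without LPB 1246 (1.85) or HPB 1131 (1.88).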

Downregulation of metabolic processes and upregulation immune response pathways were also seen in the functional network and metabolic pathway analysis using IPA software. 

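HMGCS1 (ENSOARG00000008682), an early enzyme of cholesterol synthesis, fell from an RPKM of 117 ± 53.1 (SD, n = 4) in control to 30.7 ± 9.06 (SD, n = 11) in exposed sheep, a log2 fold change of -1.93 (standard error 0.26, adjusted p = 0.008 from edgeR's quasi-likelihood test). SQLE (ENSOARG00000008478) fell from 39.7 ± 19.7 (SD, n = 4) to 8.75 ± 4.17 (SD, n = 11), a log2 fold change of -2.18 (standard error 0.37, adjusted p = 0.0189 from edgeR). TM7SF2 (ENSOARG00000012581) fell from 132 ± 45.4 (SD, n = 4) to 47.4 ± 12.0 (SD, n = 11), a log2 fold change of -1.48 (standard error 0.22, adjusted p = 0.0088 from edgeR). All 11 exposed sheep lay below the lowest control for these genes. Among 21 genes fixed as a list of cholesterol synthesis, 16 were listed for all exposed sheep, all 16 lower, with 13 past the thresholds (15 adjusted over the list alone). With TMM or with DESeq2 size factors over the listed genes, 0 of the 16 passed by edgeR (14 and 10 at an unadjusted p under 0.05). Those scalings centre on chosen genes, most of them lower, which raises log2 fold changes. DESeq2 on the library totals passed 14. Without control 262, 0 passed by edgeR (16 at an unadjusted p under 0.05), and without 206, 243 or 273, 6, 5 and 5 did. The list was lower than the other listed genes by camera with its preset correlation (adjusted p = 0.00172), and did not pass with an estimated correlation (0.242). Of 13 lists tested, 12 passed with the preset correlation. Control 262 had the highest SQLE and TM7SF2 values, at RPKM of 69.0 and 199.8, and without it the calls of HMGCS1, SQLE and TM7SF2 were lost, at log2 fold changes of -1.57, -1.78 and -1.21. The call of SQLE was also lost without control 273 (-2.27).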

The top significant canonical metabolic pathways identified (*p*-value ≤0.01) were *cholesterol biosynthesis*, along with the top molecular and cellular functions such as *lipid metabolism, small molecule biochemistry, vitamin and mineral metabolism, molecular transport* and *amino acid metabolism* (Supplementary Table S5).

The regulator effect function in IPA connects upstream regulators, dataset genes and downstream functions or diseases. 

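INSIG1 (ENSOARG00000006609), which encodes a protein that restrains sterol synthesis, fell from an RPKM of 133 ± 25.5 (SD, n = 4) in control to 37.1 ± 13.8 (SD, n = 11) in exposed sheep. The log2 fold change was -1.84 (standard error 0.27, adjusted p = 0.0088 from edgeR's quasi-likelihood test). CYP51A1 (ENSOARG00000017477), an enzyme of cholesterol synthesis, fell from 66.6 ± 23.1 (SD, n = 4) to 17.2 ± 6.80 (SD, n = 11), a log2 fold change of -1.95 (standard error 0.31, adjusted p = 0.0136 from edgeR). All 11 exposed sheep lay below the lowest control for both genes. Without control 262 neither passed, at log2 fold changes of -1.87 for INSIG1 and -1.68 for CYP51A1, and INSIG1 did not pass without control 243 either (-1.71). With TMM or with DESeq2 size factors over the listed genes, neither gene passed by edgeR. Those scalings centre on chosen genes, most of them lower, which raises log2 fold changes.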

In the GIN-exposed group, the first regulator effect network (Figure 2) had notable regulators of *Insulin-induced Gene* (*INSIG1/2*) and *Cytochrome P450 Family 51 Subfamily A Member 1* (*CYP51A1*). Both these genes affect multiple genes that were all downregulated, such as *Stearoyl-CoA Desaturase* (*SCD*) and *THRSP,* which were the most highly downregulated genes among the GIN-exposed group*.* These genes lead to the predicted inhibition of functions such as *metabolism of cholesterol, synthesis of terpenoids, conversion of lipid,* and *concentration of colfosceril palmitate*.

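SCD (ENSOARG00000014674), on chromosome 22 of Oar 3.1 from 20409239 to 20421839, fell in both parasite burden groups. Its RPKM was 227 ± 115 (SD, n = 4) in control, 9.39 ± 3.85 (SD, n = 5) in LPB and 9.41 ± 6.38 (SD, n = 6) in HPB, and all 11 exposed sheep lay below the lowest control. It fell by 4.59 on the log2 scale in HPB (standard error 0.53, adjusted p = 0.0281 from edgeR's quasi-likelihood test) and by 4.59 in LPB (standard error 0.52, adjusted p = 0.0467 from edgeR). Over all exposed sheep the adjusted p was 6.2e-05 from edgeR, and that call was kept without any 1 library. FASN (ENSOARG00000017168), the fatty acid synthase, fell from 11.0 ± 5.26 (SD, n = 4) to 2.34 ± 1.88 (SD, n = 11), a log2 fold change of -2.24 (standard error 0.43, adjusted p = 0.0363 from edgeR). From a fixed list of 16 gene names of fatty acid synthesis, 7 were listed for all exposed sheep, as 8 genes (FADS2 names 2). All 8 were lower, with 4 past the thresholds (7 adjusted over the list alone). With TMM or with DESeq2 size factors over the listed genes 2 passed. Those scalings centre on chosen genes, most of them lower. The call of SCD in HPB was lost without control 243 or 262, at log2 fold changes of -4.33 and -4.39, or without HPB 1017, 1113, 1131 or 1234. In LPB it was lost without any 1 of 8 libraries, LPB 1031 being the exception, at -4.80 to -4.34, and also when the reads of LPB 1059 were taken out of LPB 1117 (-4.55) or both libraries were left out (-4.86). The call of FASN was lost without any 1 library except HPB 1113, at -2.42 to -2.0, and 5 of 6 HPB sheep lay below the lowest control.

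**Figure D2:**
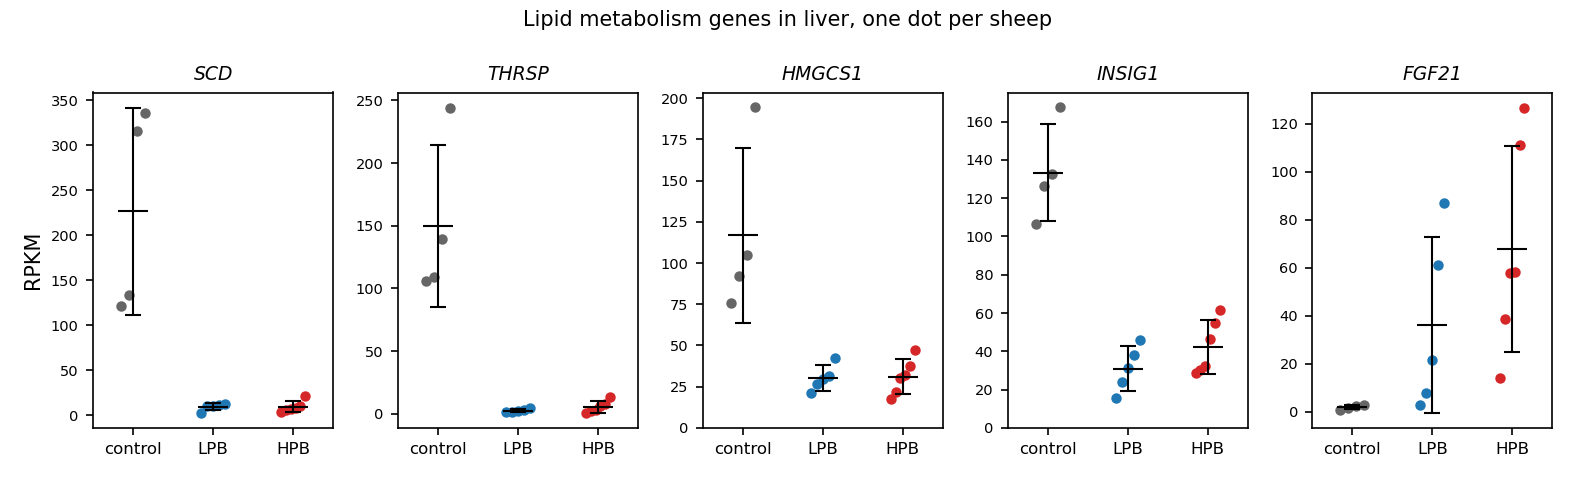
RPKM of SCD, THRSP, HMGCS1, INSIG1 and FGF21 in liver, on linear axes. Each dot is a sheep, and the bars are the mean ± SD of 4 control, 5 LPB and 6 HPB sheep; every exposed sheep lies below the lowest control for the first 4 genes and above the highest control for FGF21.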

**FIGURE 2:**
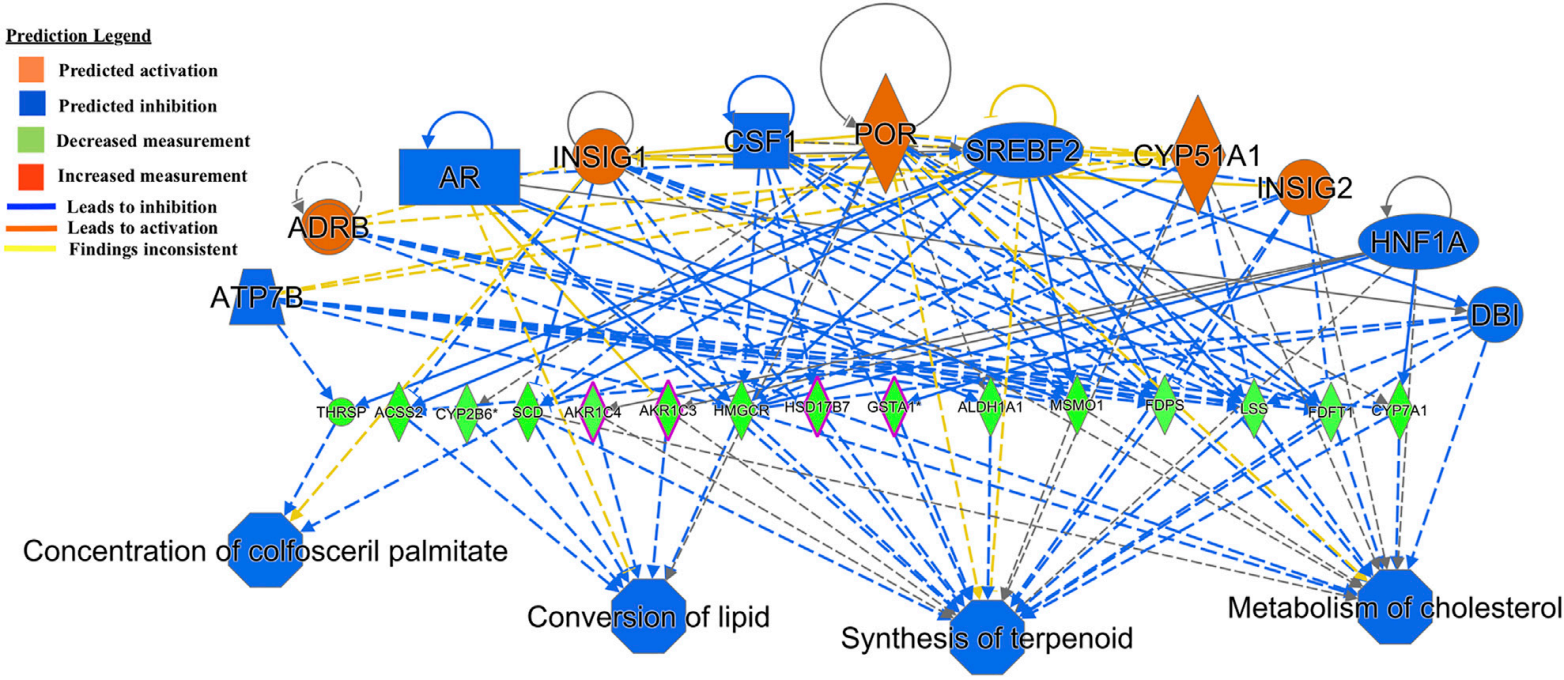
Functional network and metabolic pathway analysis showing inhibition of metabolic pathways from the list of 86 significant differentially expressed genes in the GIN-exposed *versus* GIN-unexposed group (*p*-value ≤0.01, FDR ≤0.05, and FC > ±2).

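Of 10 gene names from the immune networks of Figures 3 and 4, 6 were listed for all exposed sheep, as 10 genes since 5 carry the name OLA-I, and all 10 were higher. HLA-DRA and 1 OLA-I copy were the 2 of them that passed edgeR's quasi-likelihood test (10 adjusted over the list alone). The study chose these genes on the same libraries, so the second count is not independent evidence. Of B2M and the 5 OLA-I copies, 5 passed with TMM or with DESeq2 size factors over the listed genes, and 6 with DESeq2 on the library totals. Of a fixed list of 21 macrophage and Kupffer cell markers, LAPTM5, C1QB, C1QA, FCER1G and CD68 were listed. All 5 were higher with a median log2 fold change of 1.22, and 0 passed (5 adjusted over the list alone). With either of these scalings or with DESeq2 on the library totals, 5 passed. Both scalings centre on chosen genes, most of them lower, which raises log2 fold changes. The macrophage list was higher than the other listed genes by camera with its preset correlation (adjusted p = 0.012), and did not pass with an estimated correlation (0.242). Since 12 of the 13 lists tested passed with the preset correlation, that result does not set this list apart.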

Another regulator-effector network led to the predicted activation of functions such as *activation of leukocytes, inflammatory response, cell movement of mononuclear leukocytes,* and *immune response of cells* (Figure 3). A similar effector network led to the predicted activation of immune functions such as *chemotaxis of phagocytes and granulocytes, immune response of cells, response of antigen presenting cells,* and *cytotoxicity of cells* (Figure 4).

**FIGURE 3:**
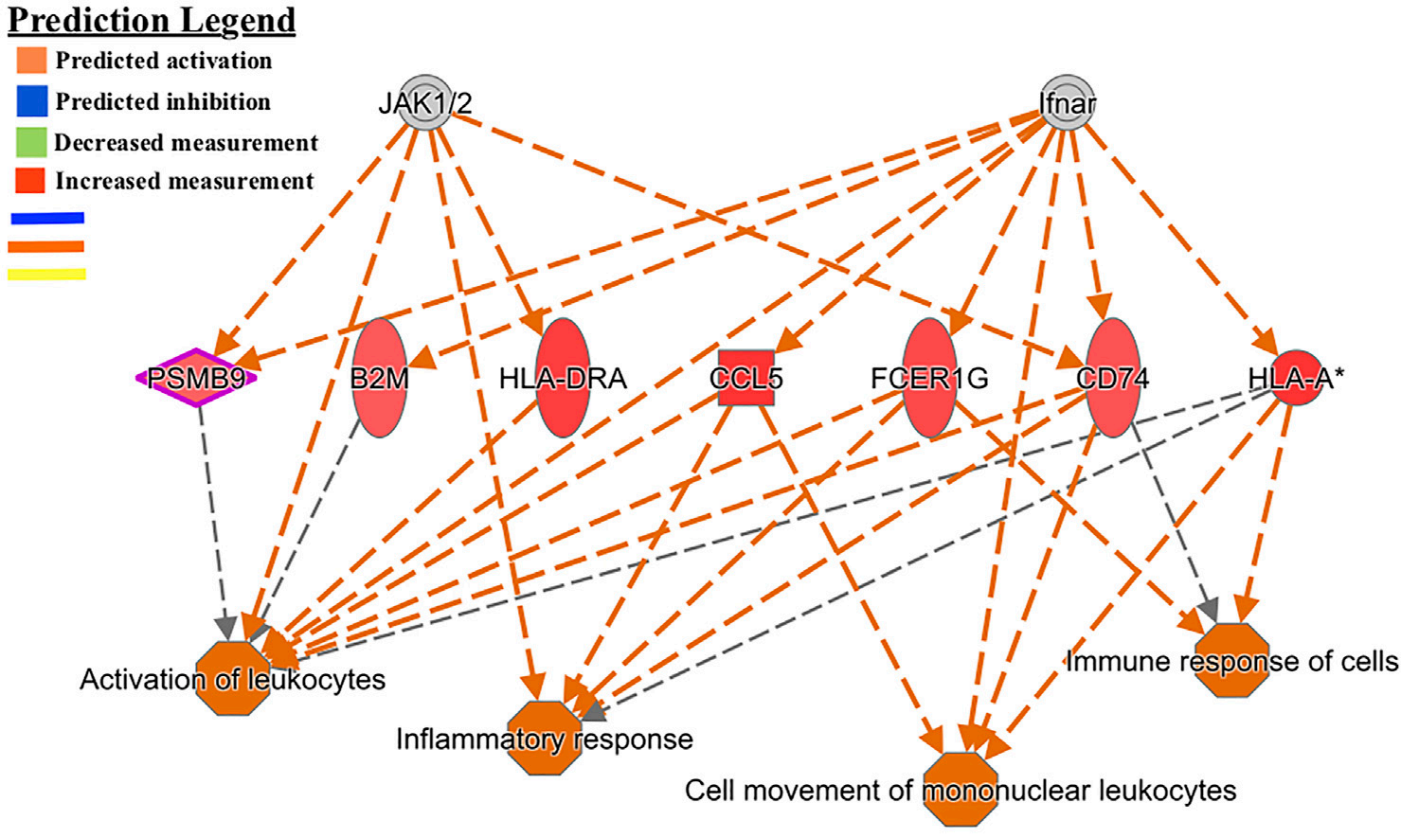
Functional network and metabolic pathway analysis showing activation of immune response pathways from the list of 86 differentially expressed genes in the GIN-exposed *versus* GIN-unexposed group (*p*-value ≤0.01, FDR ≤0.05, and FC > ±2).

**FIGURE 4:**
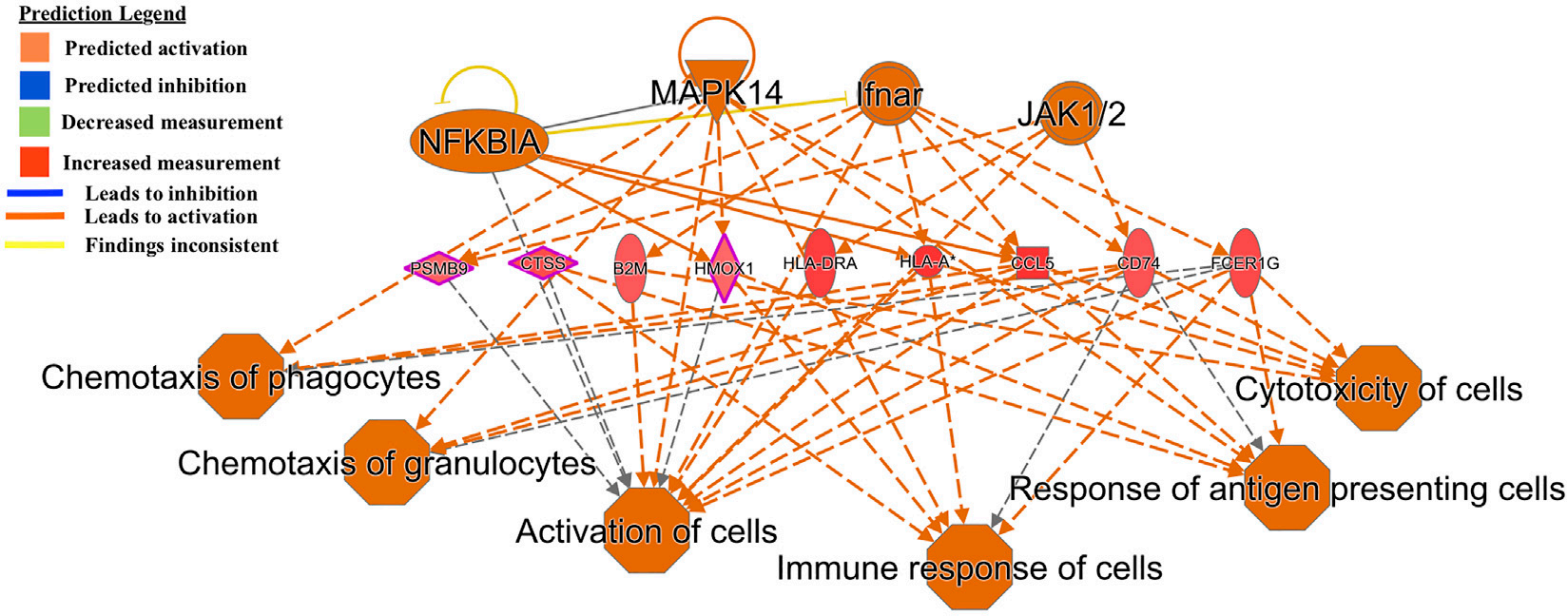
Functional network and metabolic pathway analysis showing activation of immune response pathways from the list of 86 differentially expressed genes in the GIN-exposed *versus* GIN-unexposed group (*p*-value ≤0.01, FDR ≤0.05, and FC > ±2).

## 4 Discussion

### 4.1 Differentially expressed genes between exposed and unexposed sheep

The most highly expressed gene among the significant DEG in the GIN-exposed sheep, in both LPB and HPB groups, when compared to controls, was *B2M*. The *B2M* gene encodes a protein that associates with the class I MHC alpha chain, which is involved in presenting endogenous antigens to cytotoxic CD8^+^ T-cell (Liu et al., 2018). This is an important pathogen-recognition mechanism that ensures a host immune response to potential internal threats (Venturina et al., 2013). The *B2M* gene has been found to be highly expressed in GIN-resistant sheep in several studies (Keane et al., 2007; Ahmed et al., 2015; Berton et al., 2017); these complements the finding in the present study and validate the importance of this gene during GIN exposure, as it was the most highly expressed gene in the GIN-exposed group.

The most upregulated DEG compared to the GIN-unexposed group was *FGF21*. This protein is a secreted endocrine factor that functions as a major metabolic regulator. Its expression is altered by physiological, metabolic and environmental factors (Erickson and Moreau, 2016). Circulating levels of FGF21 are increased in response to fasting and environmental stress (Schaap et al., 2013). Because this gene is altered in response to many different factors, it cannot be concluded that the GIN infection has upregulated the expression of this gene in the GIN-exposed groups; factors such as the different environments and slightly different diets between the GIN-unexposed and GIN-exposed groups could also be influencing its expression. Non-etheless, there is a connection between the immune and endocrine systems *via* the endocrine-immune axis (Dhabhar and McEwen, 1997).

The most downregulated DEG was *THRSP*. The protein encoded by this gene is involved in lipid metabolism, specifically, cholesterol synthesis. Lipid metabolism is regulated during the host response to infection; however, parasites also induce significant changes in lipid metabolism (Grunfeld and Feingold, 1996). Candidate mechanisms for such changes include altered gastrointestinal hormones and epithelial function, and changes in the number and type of immune cells in metabolic tissues (Bansal et al., 2005). This gene, being the most downregulated in the GIN-exposed group compared to the unexposed group, may support this evidence that GINs alter host lipid metabolism.

Interestingly, two other highly expressed genes associated with host response to GINs were also directly related to MHC, *OLA-I* and *CD74*; the *OLA-I* gene is associated with MHC I (Liu et al., 2018), whereas, the CD74 protein encoded by *CD74* associates with MHC class II and regulates exogenous antigen presentation during the immune response (Schröder, 2016). Alleles OMHC1-188 and OLADRB2-282 of the ovine MHC have previously been associated with GIN resistance (Outteridge et al., 1996; Figueroa Castillo et al., 2011), and quantitative trait loci (QTL) studies of the ovine MHC region on chromosome 20, have found a statistically significant association with GIN resistance (Outteridge et al., 1996; Keane et al., 2007; Stear et al., 2007). Our study reaffirms the importance of ovine MHC during GIN exposure, as the most highly expressed hepatic genes in the GIN-exposed group were associated with MHC.

Another highly expressed gene in the GIN-exposed group was *ORM1*. This gene encodes for the orosomucoid APP, and its expression is regulated by glucocorticoids, IL-1, TNF-α, and IL-6 (Luo et al., 2015). The *ORM1* gene is an immunomodulator that is induced by stressful conditions, such as GIN infections. Receptors for ORM1 have been found on macrophages and neutrophils, and activation has been shown to suppress pro-inflammatory gene expression (Lee et al., 2010). Orosomucoid also aids in B- and T-cell maturation (Okumura et al., 1985; Fournier et al., 2000) and has been shown to participate in the innate immune response by binding directly with bacterial lipopolysaccharide and neutralizing its toxicity (48).

The *HP* gene was another highly expressed gene in the GIN-exposed group. Haptoglobin is another important APP, functioning to both inhibit mast cell proliferation and suppress T-cell proliferation, as part of its integral immunomodulatory and anti-inflammatory role, and also to sequester iron (Murata et al., 2004). Along with being one of the most highly expressed genes in both GIN-exposed groups, *ORM1* was also the second most upregulated gene. Similarly, *HP* was also highly upregulated. This further contributes to the findings that the APR may be an important part of the host response to GIN and warrants further investigation.

The *CREB3L3* gene was also commonly upregulated in the GIN-exposed group; *CREB3L3* is associated with acute inflammatory responses and hepcidin expression (Canali et al., 2016). Hepcidin values increase in response to inflammatory cytokines and low iron levels (Abreu et al., 2018), and thus may be involved during *H. contortus* infection.

### 4.2 Functional analysis of DEG between GIN-exposed and unexposed groups

Associated GO terms and the functional network and metabolic pathway analysis of the downregulated genes between GIN-exposed and unexposed groups were related to metabolic processes, whereas, the upregulated genes were all were related to the immune response.

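The 44 genes that were lower in exposed sheep included 13 of cholesterol synthesis, 8 of amino acid catabolism and the urea cycle, 4 of fatty acid synthesis and 4 of drug metabolism. The 11 higher genes included the acute phase gene LBP, 2 MHC genes, and FGF21 and PC from fixed lists of metabolism. The split of 11 and 44 became 48 and 4 with TMM over the listed genes. DESeq2 size factors over them gave 49 and 4. Those scalings centre on genes chosen for a difference, most of them lower. Without control 262 the split was 0 and 3. BHMT (ENSOARG00000017250), betaine-homocysteine methyltransferase, rose from an RPKM of 54.9 ± 18.9 (SD, n = 4) in control to 194 ± 72.9 (SD, n = 11) in exposed sheep, a log2 fold change of 1.82 (standard error 0.32, adjusted p = 0.0228 from edgeR's quasi-likelihood test). PC (ENSOARG00000008789), pyruvate carboxylase, rose from 29.3 ± 3.57 (SD, n = 4) to 101 ± 42.2 (SD, n = 11), a log2 fold change of 1.79 (standard error 0.32, adjusted p = 0.0228 from edgeR). SLC25A47 (ENSOARG00000001890), a mitochondrial carrier which like BHMT is in none of the fixed lists, rose from 15.4 ± 9.68 (SD, n = 4) to 80.2 ± 37.4 (SD, n = 11), a log2 fold change of 2.38 (standard error 0.43, adjusted p = 0.0293 from edgeR). The calls of BHMT and PC were lost without any 1 of the 4 controls, at log2 fold changes of 1.69 to 2.08 and 1.75 to 1.88. That of SLC25A47 was lost without control 243, 262 or 273 or HPB 1017, at 2.18 to 2.37. From the enriched terms and networks of the downregulated and upregulated genes, the paper reasons that exposure went with reduced metabolism and an active immune response, and it names diet and environment as differences between the groups.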

Common genes that lead to immune activation in two of the functional networks (Figures 3, 4) were *CD74*, *B2M* and *OLA-I*. These genes were significantly highly expressed among the GIN-exposed group. These immune functions are necessary for controlling GIN infection; for example, *chemotaxis of granulocytes* involve neutrophils, which are part of the innate response to GINs, and *antigen presentation*, involving the MHC complex, is required for T-cell to respond to GINs (Alba-Hurtado and Muñoz-Guzmán, 2013; Liu et al., 2018).

### 4.3 Limitations of the study

How GIN-exposed and GIN-unexposed sheep were managed during natural challenge could be a limiting factor in the present study. In order to ensure pastures were devoid of GINs, the GIN-unexposed group of sheep were maintained at the Ponsonby Sheep Research Facility for the grazing season. This biosecure facility is free of GIN parasites and is routinely monitored using FEC. Although these animals had access to pasture, the main diet was hay, unlike the GIN-exposed animals, which were fed a primarily pasture-based diet. Both groups were fed a grain mix of similar composition. It is possible that this difference in diet may have affected the liver transcriptome, more specifically metabolic pathways, as it is one of the main metabolic processing organs. However, since the immune response DEG appeared to be related to GIN exposure, these genes are more likely to be differentially expressed due to the exposure of GINs.

Another important consideration of the present study is that liver samples were collected at the end of grazing season (early November) when adult GIN burdens are typically lower and recently ingested L3 are likely becoming hypobiotic. The host immune response to GINs is most active during and shortly after the peak infection time (Mederos et al., 2010); FECs in the GIN-exposed sheep confirmed peak infection occurred during August (CCAC, 2009). Thus, the transcriptomic profile of the liver samples in this study provided insight into the transcriptome during the resolution phase of GIN infection, as opposed to during peak GIN infection.

Since the liver receives 80% of its blood supply from the hepatic portal vein after circulating through the GIT (Robinson et al., 2016), transcriptomic analysis of this tissue provides indirect evidence of GIN infection as the immune cell population of the liver will be actively surveying for pathogens coming from the GIT. However, the liver is also where the APR is initiated and where APP are produced (Colditz, 2003), providing insight into the role of the APR during GIN exposure. Therefore, although the liver transcriptome does not provide a gene profile directly associated with GIN infection, unlike tissues where GINs attach and feed off the host such as the abomasum, it does provide a more systemic and indirect view of the host response to GIN infection.

## 5 Conclusion

The sheep exposed to GINs, regardless of parasite burden, showed an overall decrease in genes associated with metabolic processes and an increase in genes associated with immune processes, compared to the GIN-unexposed group. These results highlight that the host immune response to GIN infection remains activated after peak infection, while the GIN may influence metabolic genes making metabolic processes less efficient. Using the results from this study, the key regulator genes found in relation to immune response (*B2M, CD74, OLA-I, HP* and *ORM1*) and lipid metabolism (*FGF21* and *THRSP*) should be further explored to identify functional structural variants (i.e. single nucleotide polymorphisms, insertions and deletions, and splice variants) that may contribute to their variation in response to GIN resistance. Such work could potentially contribute to the possible development of genetic tests for the resistant trait to GIN infection, and/or their implementation as potential functional genetic markers in breeding programs to enhance GIN-resistance in sheep.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo. Accession Number: GSE224936.

How the deposited data were processed for this re-analysis (not part of the article)

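The data are liver RNA-seq libraries of 4 GIN-unexposed (control), 5 LPB and 6 HPB sheep. The labels name 6 LPB sheep, of which 1 has no column in the comparison tables and entered no fit here. The authors aligned the reads to Oar 3.1 in CLC Genomics Workbench and deposited, per comparison, the exon and intron read counts and the RPKM of each library with a p-value, a false discovery rate and a signed fold change. The signed fold change is a score computed by the authors, negative for falls. These tables list only genes past the paper's thresholds. The authors also deposited a DESeq table of log2 fold changes and p-values for HPB and for LPB versus control, whose version is not given. It has no library columns, and the labels tie the LPB sheep without a column to a DESeq table. The LPB sheep behind the DESeq values may therefore differ from the 5 used here. Table headers call the LPB sheep High and the HPB sheep Medium, which runs against the low and high burden of the labels. Columns were therefore mapped by animal number to the sample titles, and the values of Supplementary Table S2 match that mapping.

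Library totals were recovered from exon reads, exon length and RPKM, with genes of at least 5000 reads. The number of genes that the authors tested, 26247, was recovered from the false discovery rate, rank and p-value of the listed genes. edgeR 4.0.16 (R 4.3.3) was run on the exon counts of the listed genes, scaled to the library totals, with the quasi-likelihood test and Benjamini-Hochberg adjustment over 26247 genes. Unlisted genes entered that adjustment as unchanged, which can only raise the adjusted p-values. The planned TMM scaling was replaced by library totals, because every gene in a table had been chosen for a difference and 102 of 160 were lower in exposed sheep. The spread was estimated from chosen genes as well, and edgeR's prior degrees of freedom were 2.79 to 4.28. The thresholds were those of the paper: p at most 0.01, adjusted p at most 0.05 and fold change beyond 2.

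The script was tested on simulated counts of 2000 genes with 200 changed. In exposed versus control, 63.5% of genes changed by 2.5-fold, 97.1% of those changed by 4-fold and 91.0% of those changed by 8-fold were recovered, with 8 wrong calls. In HPB versus control the shares were 52.4%, 79.1% and 95.7%, and in LPB versus control 46.9%, 86.6% and 95.7%. These shares test the script and are not the power of the tests reported here, which adjust over 26247 genes and take the spread from chosen genes.

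Of 229 listed genes, 148 were named from the authors' DESeq tables, 56 from BLAST matches in Supplementary Table S1 and 2 from Supplementary Table S2, and 23 had no name. The genes named in the text were to be those of the paper's text and Supplementary Table S2, the 10 largest rises and 10 largest falls with a name past the thresholds in each comparison, and up to 4 members past the thresholds of each fixed gene list. The paper's values had been seen before this rule was written. RNASE1, EEF1A1, RPL6, RDH11, ENSOARG00000017170, FADS2, KMT2B (ENSOARG00000003399) and the macrophage and T and NK cell markers fall outside this rule and were named after their values were seen. Not every gene under this rule is named in the text, and values of 1 gene under it are not reported here. Gene lists, 32 in all, were fixed by pathway and cell type, except for those of the paper's network genes of Figures 2, 3 and 4. The paper drew these network genes from the same libraries. The lists were tested with camera (limma 3.58.1) against the other listed genes. Those genes were chosen for rising or falling against control, so a list that moves in a single direction tends to differ from them. Over all exposed sheep, 12 of 13 lists tested passed with the preset correlation and 0 with an estimated correlation.

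The design, the alternatives and the named gene rule were set before the data were examined, except for the scaling of the main fits. Scaling to library totals replaced the planned TMM after the data were seen, and TMM over the listed genes was kept as an alternative. Alternatives were the authors' DESeq tables, DESeq2 1.42.0, other scalings, limma on log2 of RPKM plus 0.1 or 5, other thresholds, low expression filters and leaving out each library. Also chosen after seeing the data were adjustment over the listed genes alone, limma with a pseudocount of 1 and uniquely mapped reads. The settings without the shared reads of LPB 1059 and LPB 1117 and 3 further edgeR tests were chosen then as well. Those 3 tests, the newer and the robust quasi-likelihood fits and the likelihood ratio test, were run after the first counts of 6, 3, 55 and 0 genes were seen, and the quasi-likelihood test fixed beforehand was kept. Enrichment of gene ontology terms and Ingenuity networks was not analysed here.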

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

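All tests of explanations below were chosen after the results were seen, except the comparison of LPB 1117 with LPB 1059 as repeated sequencing of 1 animal.

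In LPB, 1117 had 124963772 mapped reads, far from the other 4 libraries, and in HPB, 1131 had the lowest total, 51288005. LPB 1117 was below LPB 1059 in 0 of 320 unique exon and intron read values, whereas the pair of other libraries with the fewest lower values at the same depth ratio had 21, which argues against deeper sequencing of 1 animal. Repeated sequencing of the same animal is argued against as well, since 10.6% of the 151 genes with at least 100 reads had a ratio beyond 1.5 times that of the totals. A candidate explanation is that the reads of LPB 1059 are also counted in the LPB 1117 column, which would leave 60422162 reads; whose these are was not tested. No biological explanation was tested.

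Some of the largest fold changes rest on single libraries. Genes named KMT2B (2 genes of that BLAST name), RNASE1, EEF1A1 and RPL6 were picked because 1 library stood apart. Of their 7 fold changes, 5 had p at most 0.01 with every library, and 0 kept p at most 0.01 and a fold beyond 2 without the highest library. For RPL6 and EEF1A1, which did not reach p at most 0.01 in edgeR with every library, the log2 fold changes in LPB went from 9.29 and 8.44 to 1.17 and 0.04 without LPB 1186, and that of RNASE1 in HPB went from -6.44 to 1.36 without control 206. At most 12.6% of these 3 fold changes was left, so one library may set them. For the 2 KMT2B genes, up to 51.5% was left without control 262: the log2 fold changes went from -6.43 and -7.22 to -2.48 and -3.07 in HPB and from -7.46 and -8.57 to -3.51 and -4.42 in LPB. Only the p criterion was lost there (p of 0.0157 to 0.137 with 3 controls). Control 206, at an RPKM of 0.107 for ENSOARG00000003399 and 0 for ENSOARG00000003405, lay within the range of exposed sheep, so the fall is not one from all controls. Control 273, at 18.99 and 3.84, lay above every exposed sheep, so a fall set by control 262 alone cannot be told apart from one from controls 262 and 273. Control 262 had a KMT2B (ENSOARG00000003405) RPKM of 98.28, next to a highest other value of 3.84. In LPB 1186, at most 0.046% of the exon reads of EEF1A1 and RPL6 mapped to 1 place, so reads shared between copies stay open for these genes, while for KMT2B and RNASE1 at least 98.9% did, which argues against shared reads. No biological explanation was tested.

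Parasite burden and a single control library were weighed as explanations of the differences over all 160 listed genes. These include the lower lipid synthesis and higher MHC genes, which the 2 tests did not take apart. HPB was farther from control than LPB by a median of 0.06 on the log2(RPKM + 1) scale over 160 genes. An exact two-sided permutation test over 462 splits gave p = 0.669. Over these genes as a whole, an effect of burden cannot be told apart from none with these sheep. Lists that moved in opposite directions between HPB and LPB, given below, can cancel in that median. Whichever control was left out, at least 98.1% of the 160 genes kept a fold change beyond 1.5 in the same direction. The genes were listed for fold changes beyond 2 against these controls, which favours that outcome in advance. Without control 262, 130 kept a fold change beyond 2 and 3 passed, so whether 1 control sets the differences stays open. Site, diet and sex differ between control and exposed sheep in the paper's design and stay open, untested. The intron share of the reads of these genes also differed, at a mean of 4.12% in control, 5.48% in LPB and 5.06% in HPB. Its ranges overlapped (3.52% to 4.49%, 4.01% to 7.07% and 3.58% to 6.78%), and its cause was not tested.

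Among the named genes, 20 values of 17 genes lay far from the rest of their group. The 150 groups tested include the mapped reads of each condition. Chance gives about 1 in 20 for normal values, which RPKM values need not be. Control 262 held the high values of CYP51A1 (RPKM 100.93), SQLE (68.96), TM7SF2 (199.82), RXRG (6.14) and KMT2B. Control 206 stood apart in ALAS1 (139.88), INHBE (34.27) and UGT2B31 (429.74), control 243 in PC (34.63) and control 273 in ARG2 (42.55). HPB 1234 stood apart in PLIN2 (205.36), RXRG (41.38) and SLC25A47 (174.31), HPB 1113 in FASN (7.74) and KMT2B (0.72), HPB 1131 in ARG2 (1.23), HPB 1017 in BHMT (379.78) and HPB 1205 in CD74 (504.68). LPB 1246 stood apart in CYP2A6 (517.61) and LPB 1031 in SCD (2.67).

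The paper does not report on the table of all exposed sheep. Of its 10 genes in neither other table, RDH11 (log2 fold change -1.27, standard error 0.25, adjusted p = 0.0486 from edgeR's quasi-likelihood test) and the unnamed ENSOARG00000017170 (-2.38, standard error 0.37, adjusted p = 0.012 from edgeR) fell. The authors' deposited table from DESeq holds 240 genes at the paper's thresholds for HPB that the CLC table does not list. For LPB the authors' deposited table from DESeq holds 176 such genes.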

How the results depend on the processing

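Counts of genes past the thresholds moved with the test, and the directions against control of the genes under the named gene rule did not. Of 3400 values over 146 gene comparisons with control, 0 reversed, 291 lost and 366 gained a call, and 2743 stayed on their side of the threshold. Outside that rule, the log2 fold change of RNASE1 in HPB went from -6.44 to 1.36 without control 206. Against 6 genes in HPB, 3 in LPB, 55 over all exposed sheep and 1 shared by HPB and LPB, DESeq2 gave 80, 97, 107 and 42, and the authors' deposited DESeq tables, which hold 703 genes for HPB and 423 for LPB, gave 377 and 284, with 168 shared. An adjusted p of at most 0.01 gave 1, 0, 11 and 0, of at most 0.1 gave 19, 27, 75 and 6, and Bonferroni 1, 1, 4 and 0. A fold change beyond 3 left 31 over all exposed sheep. DESeq2 size factors gave 11, 32, 53 and 2, limma on log2(RPKM + 0.1) 13, 24, 60 and 4, and on log2(RPKM + 5) 8, 15, 53 and 2. Taking genes that passed over all exposed sheep as shared gives 55. TMM over the listed genes, the scaling first planned for the main fits, gave 13, 23, 52 and 3. Chosen after seeing the data, adjustment over the listed genes alone gave 130, 133, 133 and 76, and the likelihood ratio test 75, 71, 104 and 37. The newer quasi-likelihood fit gave 8, 4, 57 and 2, and the robust fit 8, 7, 53 and 2. Of the same kind, limma on log2(RPKM + 1) gave 11, 27, 64 and 3, and uniquely mapped reads 6, 7, 54 and 1. Taking the reads of LPB 1059 out of LPB 1117 gave 1 in LPB, 50 over all exposed sheep and 0 shared, and leaving out both 1, 38 and 0. TMM and size factors over the listed genes raised log2 fold changes over all exposed sheep by a median of 0.65 and 0.76 and turned 11 higher and 44 lower into 48 and 4 and into 49 and 4, with 0 signs changed. In HPB the shifts were 0.72 and 0.74 and the split of 2 higher and 4 lower became 10 and 3 and 8 and 3, and in LPB they were 0.43 and 0.55 and the split of 0 and 3 became 19 and 4 and 28 and 4; most listed genes are lower, so these scalings centre on chosen genes. Leaving out each library gave 1 to 8 in HPB, 0 to 3 in LPB, 3 to 56 over all exposed sheep (fewest without control 262) and 0 to 1 shared, with fewer samples in each fit. HPB versus LPB stayed at 0 under every alternative, a strict count where unlisted genes entered as unchanged. Also adjusted over the listed genes alone, DESeq2 and the likelihood ratio test each passed 5 there, and edgeR without LPB 1246 passed 1. In HPB versus LPB, TMM and size factors over the listed genes changed the sign of 8 and 7 of 160 genes. The fixed lists held 38 genes past the thresholds over all exposed sheep, 10 at an adjusted p of at most 0.01, and 69 in both of the authors' deposited DESeq tables. B2M ranked 1 by mean RPKM and 2 in LPB. Other causes of these changes were not tested. An alternative with the sixth LPB library was not run, since it has no column. The authors' deposited DESeq values for LPB may include that sheep, so they can differ from the edgeR values by more than the test. No paired analysis was possible because each sheep belongs to 1 group and the animal numbers pair no sheep.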

Differences from the paper's values

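The paper's reported number of genes shared by HPB and LPB is 86, with 34 higher and 52 lower, and at the paper's thresholds edgeR on the deposited counts gave 1, with 0 higher and 1 lower. The paper's 60 genes in LPB alone and 73 in HPB alone compare with 2 and 5. The edgeR fits are another test than the paper's. They took the spread from the listed genes, and the effect of that on p-values was not tested. They also counted unlisted genes as unchanged, and that step can only raise adjusted p-values. Lower counts here therefore do not show that the paper's genes are unchanged. The CLC tables list the paper's genes. Of the alternatives set before the data were examined, the authors' deposited DESeq tables (68 shared lower genes) and DESeq2 (55 genes in LPB alone) come within 1.5 times of the paper's value for those counts, and every other value under these alternatives differs by more. DESeq2 called 42 shared genes, and the likelihood ratio test, chosen after seeing the values, called 37. Adjusted over the listed genes alone, a setting chosen after seeing the values, 76 genes passed in both, 31 higher and 45 lower, which leaves out 10 of the paper's 86; it gave 57 genes in LPB alone and 54 in HPB alone.

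Fold changes of the genes named in the paper's text differed from the paper's by less than 1.5 times, and the mean RPKM values were equal within rounding. The paper names THRSP as the most reduced gene, while in the authors' deposited tables both genes named KMT2B by BLAST had larger falls in HPB and LPB, fold changes of -96.5 and -87.9 in HPB and -140.02 and -150.6 in LPB. Among the 86 genes listed in both tables THRSP was the third by that measure in each group, and the HPB table also lists RNASE1 at -50.1, a larger fall than that of THRSP there. The paper names FGF21 as the most increased gene, which holds for HPB, while in LPB the authors' deposited table gives HP 18.2 and FGF21 17.2, the first 2 among the genes listed in both tables, and EEF1A1 251.4 and RPL6 194.3, which are listed in LPB alone. The paper names B2M as the most highly expressed gene in both groups, and in LPB the mean RPKM of HP, 2497, was higher. Of 20 entries in Supplementary Table S2, 17 carry the gene ID whose values they give, and 3 (ALDH1A1, A2M and CD74) carry the ID of another gene. The paper describes the upregulated genes as related to immunity. Of the 11 genes higher over all exposed sheep, which are not the paper's list, LBP, HLA-DRA and OLA-I belong to the fixed immune lists. FGF21 and PC belong to fixed lists of metabolism. These memberships move with the test. DESeq2 on the library totals passed 55 higher genes. By list, which can share genes, 6 were of MHC class I, 3 of MHC class II, 4 acute phase, 4 interferon response and 5 macrophage genes. A further 4 were of fatty acid oxidation and PPAR-alpha targets.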

Other observations

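The splits of the samples in this part were tested after the counts were seen, and camera was planned. Of 100 splits of the HPB and control libraries, 1, the real one, gave as many as 6 genes, and the highest other gave 0. Of 100 splits of LPB and control, 1 gave as many as 3, and the highest other gave 0. Of 100 splits of all libraries, 1 gave as many as 55, and the highest other gave 1. The genes were listed for the real grouping, so these splits cannot exclude chance. Of 100 splits of HPB and LPB, 100 gave as many as the real 0, and the highest other gave 0; every split reaches a count of 0, so these splits decide nothing about chance.

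Between HPB and LPB, 12 of 13 listed genes of amino acid catabolism and the urea cycle were lower in HPB, with a median log2 fold change of -0.36. The list was lower than the other listed genes by camera with its preset correlation (adjusted p = 0.00206), and did not pass with an estimated correlation (adjusted p = 0.619). For cholesterol synthesis, 14 of 16 were higher in HPB, with a median of 0.28 (camera, adjusted p = 0.153).

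Of a fixed list of 32 T and NK cell markers, the CLC tables list 1 for HPB and 3 for LPB. The authors' deposited table from DESeq has 10 of them higher and 0 lower in HPB at the paper's thresholds, among them PRF1, ZAP70, NKG7, TRAC, CD2 and LCK. In LPB the authors' deposited table from DESeq has 11 higher and 0 lower. The LPB sheep behind that table may differ from the 5 used here. No library values come with these marker genes there, so the marker counts were not tested again here.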
